A study of Mus musculus with 15 samples.

How the data were processed

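RNA was sequenced from microvessels isolated from the brains of adult mice, 21 days after glioblastoma cells were transplanted, and from sham mice. The 15 libraries fall into 5 groups of 3 replicates, and each library is a pool of 3 mice, per the labels. Microvessels came from sham mice, from the hemisphere opposite the tumour of mice given control IgG, from the tumour region of mice given control IgG (untreated tumour), and from the tumour region after dual or triple therapy. Dual therapy was aflibercept, a decoy receptor that binds VEGF, with AMG386, a peptibody that neutralises angiopoietins. Triple therapy added an antibody against PD-1. The tumour cell line is not given in the sources used here.

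Per the labels' protocols, total RNA was purified with a Qiagen micro kit and DNase treatment on the column, and 100 ng went into a stranded total RNA kit from Clontech. Reads were aligned to GRCm38 (mm10) with STAR 2.4.0a and counted with featureCounts 1.4.5-p1 of Subread, and DESeq2 was used, per the submitters' processing notes. How strand was used in counting is not given in the sources used here, so values of genes that overlap on opposite strands are uncertain. The deposited table holds, for 27174 genes and 15 libraries, a normalised score per gene: whole numbers that fit reads multiplied by a factor for each library and then rounded. These scores are not read counts. The factor was estimated here from the gaps between the values of each library, where 1 read was worth 0.656 to 1.86 units. On simulated libraries with 7 known factors the largest error of this estimate was 0.0113. The deposited scores of a library summed to between 11134670 and 15799111. Dividing by the factor gave an estimate of 6366203 reads for sham replicate 2, the lowest, and of 18325067 reads for triple therapy replicate 3, the highest. In libraries where 1 read is worth less than 1 unit, different read numbers round to the same score, so reads could not be recovered exactly. Of count methods only voom was run, on approximate reads, as an alternative.

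Gene identifiers were matched to GENCODE M21, which held 27114 of the 27174 identifiers (99.8%). Of the 27114 found, 77.6% had the same coordinates in both, and 21 symbols belonged to more than 1 identifier.

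Scores were transformed to log2(value + 1). Genes with a score of at least 10 in at least 3 libraries were tested, which kept 19668 genes and left out 7506. On this scale, fold changes of genes with low scores are understated. All 15 libraries were fitted together with 1 mean per group in limma 3.58.1 (R 4.3.3) with a mean-variance trend, with 10 residual and 8.26 prior degrees of freedom. Fold changes are differences of log2 values, each given with its standard error (SE) from the fit. P-values were adjusted with the Benjamini-Hochberg method over all genes tested in a comparison, and a gene was called at an adjusted p below 0.05. In all, 9 comparisons were made, and an F-test asked which genes differed among the 5 groups. Replicate numbers are shared between groups without any stated pairing and were not used as a block.

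Gene lists were tested with camera in limma at an assumed correlation of 0.01 between genes, adjusted over the 26 lists of a comparison, and again with the correlation estimated from the data. The function lists were endothelial identity, blood-brain barrier, angiogenic endothelium, Wnt/beta-catenin, VEGF and angiopoietin signalling, endothelial activation, interferon response, antigen presentation, immune checkpoints, proliferation, extracellular matrix, and hypoxia and glycolysis. The marker lists were pericytes, smooth muscle, fibroblasts, astrocytes, neurons, oligodendrocytes, oligodendrocyte precursors, ependyma and choroid plexus, microglia, monocytes and macrophages, T and NK cells, B cells, neutrophils and erythrocytes. Of their genes 8 are in more than 1 list: Angpt2, Flt4, Kdr and Pgf (angiogenic, and VEGF and angiopoietin), Tie1 (endothelial identity, and VEGF and angiopoietin), Vegfa (VEGF and angiopoietin, and hypoxia), Cd276 (angiogenic, and checkpoints) and Pdgfra (fibroblasts, and oligodendrocyte precursors). Members past 0.05 were counted with p adjusted over all genes, and counted again with p adjusted over the list alone.

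The lists, tests, thresholds, alternatives and the rule for naming genes were fixed before the data were examined. Named genes are up to 8 that rose and 8 that fell with the largest change among called genes with a mean of at least 50 in the higher group, no overlap between the libraries of the groups and an established symbol. To these come up to 4 members of each list with the smallest adjusted p (2 with the highest mean where none was called), and always Kdr, Flt1, Tek, Angpt2, Vegfa, Cd274, Pdcd1, Cldn5, Mfsd2a and Plvap. The text names fewer than the rule allows. The predicted gene Gm26917 was singled out after its values were seen.

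To ask how far treatment undid the tumour's changes, the covariance across the 19668 genes between the fold change of untreated tumour against contralateral tissue and that of treatment against untreated tumour was computed. It was corrected for the 3 untreated libraries that both share with simulated data without a treatment effect, and expressed as a percentage of the variance of the tumour's fold changes, itself reduced by its simulated value, also for each treated library alone. Overlaps of called genes are given beside n1 × n2 / N, the number that independent calls would share.

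The fit was tested on simulated data for dual therapy against sham over 18273 genes with a spread taken from the libraries. It recovered 5.97% of 67 genes changed 1.5-fold, 58.2% of 67 changed 2-fold and 98.5% of 66 changed 4-fold, and 2 of 110 calls (1.82%) were not seeded. For contralateral against sham, left unchanged in the simulation, limma called 0 genes and camera 0 lists. In a simulation of 18431 genes, the share undone by treatment was returned as 49.5% for a true 50% (dual) and 99.4% for a true 100% (triple).

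Alternatives were a pseudocount of 0.5 or 5, no filter or a filter at 50, TMM or quantile normalisation of the deposited scores, no trend, quality weights, replicate number as a block, removal of mitochondrial and ribosomal protein genes, each library left out in turn, and only the libraries compared. For the share undone, sham as the control tissue and called genes only were also used. Scaling to the endothelial identity list, voom on approximate reads and leaving out both libraries that stood apart (untreated replicate 2 on RNA composition and dual therapy replicate 2 on the second principal component) were chosen after seeing the data. So were tests of 267 KEGG pathways, whose gene assignments come from the annotation columns that were deposited with the scores. Figures and sums were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and tables were read in R with the data.table package (version 1.17.8).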

Results

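Normalised scores of 27174 genes were measured in brain microvessels of mice with glioblastoma or after a sham procedure. The 15 libraries form 5 groups of 3: sham, contralateral hemisphere, untreated tumour, dual therapy (aflibercept and AMG386) and triple therapy (with anti-PD-1 added). Every library is a pool of 3 mice, and estimated depth ran from 6366203 to 18325067 reads. Group means below are deposited scores with SD and n = 3 libraries. Fold changes are log2 with the SE of the limma fit.

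The first principal component held 47.4% of the variance and ordered the groups by tumour and treatment. Its mean was -83.18 in sham, -60.51 in contralateral tissue, 4.93 after triple therapy, 30.1 after dual therapy and 108.7 in untreated tumour. The second held 8.86%, and dual therapy replicate 2 lay at -66.38 on it. Correlations of log2 scores between replicates of a group were 0.941 to 0.977. RNA composition also differed: mitochondrial ribosomal RNA took 25.7% ± 6.52 (SD, n = 3) of the score in untreated tumour, with 33.2% in replicate 2, against 12.2% ± 0.241 in sham, 15.2% ± 0.651 in contralateral tissue, 16.2% ± 1.1 after dual and 11.2% ± 1.47 after triple therapy. The predicted gene Gm26917 took 4.91% ± 0.739 in untreated tumour and 0.576% in sham. Across the 5 groups, 8554 of 19668 tested genes (43.5%) differed in the limma F-test.

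Untreated tumour was compared with the opposite hemisphere to ask how vessels change within the tumour. Most genes of the blood-brain barrier (20 of 28) and of pericytes (12 of 14) fell and 16 of 27 genes of angiogenic endothelium rose, list calls that were lost with an estimated correlation (adjusted p = 0.318, 0.0895 and 0.318). The median log2 fold change of endothelial identity genes was -0.22. The transporter gene Slc22a8 (ENSMUSG00000063796, GRCm38 chromosome 19, 8591254 to 8611834) fell from 1601 ± 126 (SD, n = 3) to 683.3 ± 54.9, a log2 fold change of -1.23 ± 0.15 (SE, adjusted p = 2.92e-06). The efflux pump gene Abcb1a fell from 19530 ± 416.2 to 10022 ± 1758, and Spock2 from 36796 ± 1582 to 18418 ± 3437. The pericyte receptor gene Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) fell from 3932 ± 511.1 to 1678 ± 144.9 (-1.22 ± 0.13, adjusted p = 7.55e-07), and Rgs5 fell from 40135 ± 4997 to 17319 ± 2486. The apelin receptor gene Aplnr rose from 38.0 ± 25.2 to 587.3 ± 112.6 (4.12 ± 0.37, adjusted p = 1.37e-07). Of 19668 genes tested, 4147 rose and 4207 fell. Of the calls 49.6% rose, but 66.0% with endothelial identity scaling.

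Among the targets of the drugs, Angpt2 (ENSMUSG00000031465, chromosome 8, 18690263 to 18741562), which encodes angiopoietin-2, rose in untreated tumour from 933 ± 615.6 to 2475 ± 1355 (SD, n = 3), a log2 fold change of 1.46 ± 0.34 (SE, adjusted p = 2.08e-03). Angpt1 fell by 1.22 ± 0.25 on the log2 scale (adjusted p = 7.51e-04), and Tek, which encodes the angiopoietin receptor Tie2, fell from 9274 ± 279.9 to 5655 ± 1623 (-0.76 ± 0.17, adjusted p = 1.30e-03). Vegfa rose by 0.81 ± 0.21 (adjusted p = 4.56e-03) and its receptor gene Flt1 fell by 0.81 ± 0.18 (adjusted p = 1.71e-03). The receptor gene Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458) was not called, with 8079 ± 1443 in contralateral tissue and 8038 ± 278.9 in tumour (0.01 ± 0.14, adjusted p = 0.977). The junction gene Cldn5 was not called either (-0.32 ± 0.14, adjusted p = 0.080), but was called without untreated replicate 2 (-0.47, adjusted p = 0.0123), with quality weights (adjusted p = 0.0238) and without both libraries that stood apart (adjusted p = 0.00799). Plvap was not called (-0.61 ± 0.29, adjusted p = 0.0989) but was called without untreated replicate 3 (-0.87, adjusted p = 0.0316) and without contralateral replicate 2 (-1.03, adjusted p = 0.00269), and at the limit with the replicate block in only the 6 libraries (adjusted p = 0.0498). The lipid transporter gene Mfsd2a fell by 0.74 ± 0.22 (adjusted p = 1.21e-02), a call lost without untreated replicate 3 (-0.53, adjusted p = 0.0791) and without contralateral replicate 2 (-0.57, adjusted p = 0.0674).

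As groups, 20 of 28 blood-brain barrier genes fell and 8 were not called in untreated tumour against contralateral tissue (median log2 fold change -0.71, camera adjusted p = 5.12e-06, 0.318 with an estimated correlation). In the Wnt/beta-catenin list 19 of 20 genes fell, among them Reck and Axin2 (median -0.65, adjusted p = 1.71e-06, 0.256 with an estimated correlation). Of 27 angiogenic genes 16 rose and 11 were not called, with Mmp14 and Cd276 among those that rose (median 0.57, adjusted p = 4.64e-03, 0.318 with an estimated correlation). Pericyte genes fell in 12 of 14, and in all 14 when adjusted over the list alone (median -0.94, adjusted p = 1.33e-06, 0.0895 with an estimated correlation). Smooth muscle genes fell in 7 of 9, including Mylk and Myl9 (median -1.19, adjusted p = 6.43e-03, 0.4 with an estimated correlation), and fibroblast genes in 9 of 9, including Igf2 (median -1.49, adjusted p = 9.1e-06, 0.203 with an estimated correlation). Of 15 endothelial identity genes 1 rose and 3 fell, Ptprb and Pecam1 among them, and 1 rose and 2 fell when adjusted over the list alone. That list had a median of -0.22 and was not called (adjusted p = 0.157, 0.646 with an estimated correlation), but it was called without untreated replicate 2 (-0.29, adjusted p = 0.0307), where 6 members fell, and 5 members fell without contralateral replicate 3. VEGF and angiopoietin genes went both ways, with 2 risen and 5 fallen of 15 (median -0.28, adjusted p = 0.159). Endothelial activation genes did so too, with 7 risen, Ccl5 and Ackr1 among them, and 4 fallen, Cx3cl1 among them, of 18 (median 0.37, adjusted p = 0.263). Where not stated otherwise, here and in the next paragraph, counts adjusted over the list alone were the same.

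Proliferation genes and most genes of 7 immune lists rose in untreated tumour, list calls that were lost with an estimated correlation (adjusted p = 0.0763 to 0.276). The proliferation marker gene Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) rose from 66.0 ± 27.6 (SD, n = 3) in contralateral tissue to 3574 ± 1779, a log2 fold change of 5.71 ± 0.33 (SE, adjusted p = 1.43e-09). Nlrc5, a regulator of MHC class I genes, rose from 246.3 ± 59.8 to 5096 ± 1068, and Gzma of cytotoxic lymphocytes rose from 16.7 ± 1.15 to 487.0 ± 5.2. Cd274, which encodes PD-L1, rose from 174.0 ± 33.6 to 815.3 ± 132.8 (2.23 ± 0.32, adjusted p = 2.11e-05), and Pdcd1, which encodes PD-1, rose by 3.95 ± 0.90 (adjusted p = 1.72e-03). All 28 proliferation genes rose, Top2a and Cenpe among them (median 4.16, camera adjusted p = 3.77e-20, 0.0763 with an estimated correlation). All 34 interferon response genes rose, including Irgm1 and Zbp1 (median 1.68, adjusted p = 1.06e-16, 0.0979 with an estimated correlation), as did all 20 antigen presentation genes, including H2-Ab1 (median 1.77, adjusted p = 1.59e-10, 0.182 with an estimated correlation), and all 12 checkpoint genes, including Ctla4 and Havcr2 (median 2.80, adjusted p = 4.61e-07, 0.0895 with an estimated correlation). T and NK cell genes rose in 22 of 24 (median 3.48, adjusted p = 1.71e-10, 0.0895 with an estimated correlation), B cell genes in 6 of 9 (median 1.90, adjusted p = 4.64e-03, 0.182 with an estimated correlation) and neutrophil genes in 4 of 4 (median 3.06, adjusted p = 0.0144, 0.182 with an estimated correlation). Of 18 monocyte and macrophage genes 12 rose and 3 fell, with Gpnmb among those that rose (median 1.35, adjusted p = 3.54e-03, 0.276 with an estimated correlation). Microglia genes went both ways, with Cx3cr1 among 4 that rose and Olfml3 among 3 that fell of 10 (median 0.25, adjusted p = 0.43). Extracellular matrix genes rose in 15 of 21, including Tnc, and 1 fell, or 2 adjusted over the list alone (median 0.99, adjusted p = 2.49e-03, 0.318 with an estimated correlation), with 8 risen without contralateral replicate 3. Hypoxia genes were not called as a list (8 rose and 2 fell of 21, median 0.35, adjusted p = 0.343). Without untreated replicate 1 or contralateral replicate 3, 5 of them rose, and without untreated replicate 2 or contralateral replicate 2, 4 fell.

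Genes of other brain cells were also measured in these microvessels in untreated tumour against contralateral tissue. The gene Gad1 of inhibitory neurons fell from 496.0 ± 75.4 (SD, n = 3) to 57.3 ± 20.0, a log2 fold change of -3.13 ± 0.26 (SE, adjusted p = 7.38e-08). All 12 neuron genes fell (median -1.95, camera adjusted p = 1.19e-07, 0.182 with an estimated correlation), as did 9 of 13 astrocyte genes, while 1 rose (median -1.10, adjusted p = 1.76e-03, 0.318 with an estimated correlation). Of 10 oligodendrocyte genes 3 fell (median -0.78, adjusted p = 0.0926). Olig2 and Sox10 were among 4 oligodendrocyte precursor genes that rose, and Pdgfra among 2 that fell, or 3 adjusted over the list alone, of 9. The median of that list was -0.15 but its mean was 0.65, and camera gave the upward direction without a call (adjusted p = 0.368). Of 6 ependyma and choroid plexus genes 1 fell, or 0 adjusted over the list alone (median -0.24, adjusted p = 0.459). No erythrocyte gene of 7 was called in limma, and 0 had changed when adjusted over the list alone (median -0.15, adjusted p = 0.681). The genes with the largest rise among those named by the rule were Strc (8.04 ± 0.49), Nxf3 (7.49 ± 0.59) and Pet2 (7.34 ± 0.41), and H19 rose from 73.0 ± 75.2 to 5120 ± 1916.

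**Figure D1:**
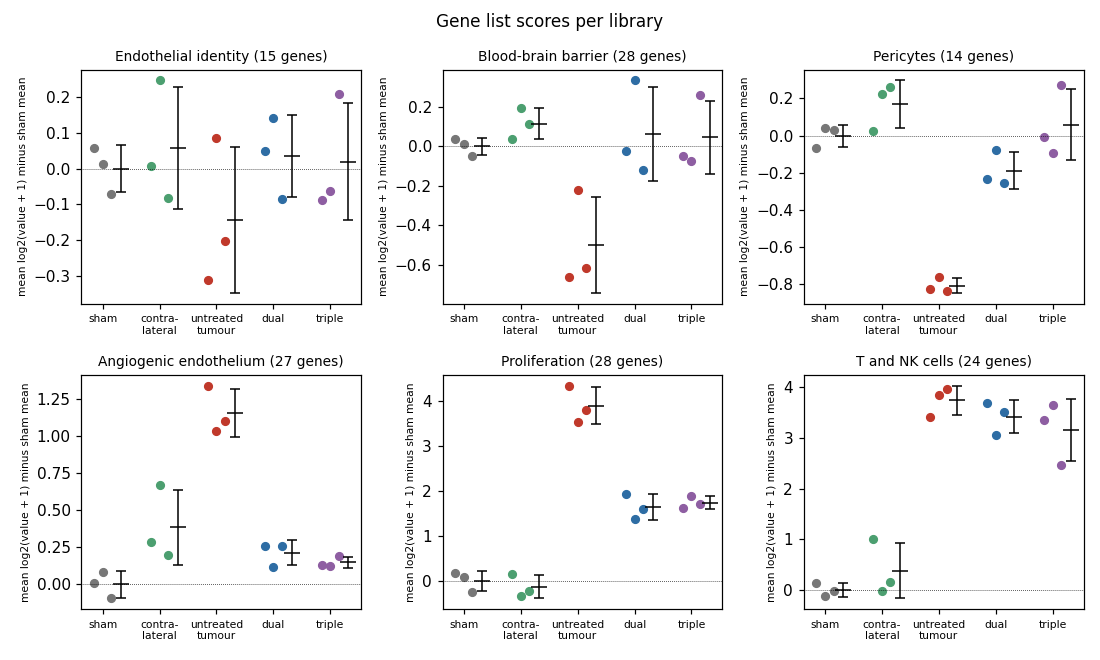
Mean log2 score of 6 gene lists in each library, relative to the sham mean, with the group mean ± SD (n = 3 libraries). Proliferation genes had a median log2 fold change of 4.16 and pericyte genes of -0.94 in untreated tumour against contralateral tissue.

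Untreated tumour was also compared with sham tissue. Angpt2 rose from 385.7 ± 59.3 (SD, n = 3) in sham to 2475 ± 1355, a log2 fold change of 2.55 ± 0.34 (SE, adjusted p = 7.20e-06). Slc22a8 fell by 1.11 ± 0.15, Rgs5 by 1.40 ± 0.15 and Tek by 1.02 ± 0.17 on the log2 scale (adjusted p = 6.48e-05 for Tek), and Mfsd2a fell by 0.95 ± 0.22 (adjusted p = 1.79e-03). Kdr was not called (0.10 ± 0.14, adjusted p = 0.587) except after quantile normalisation (0.43, adjusted p = 0.0101), and Cldn5 was not called (0.07 ± 0.14, adjusted p = 0.719) except after quantile normalisation (0.39, adjusted p = 0.0115). In total 4577 genes rose and 4590 fell, but most calls were rises with endothelial identity scaling. Of 28 blood-brain barrier genes 18 fell and 2 rose (median -0.49, camera adjusted p = 6.91e-04, 0.464 with an estimated correlation), and 10 of 14 pericyte genes fell, 11 adjusted over the list alone (median -0.80, adjusted p = 7.41e-05, 0.141 with an estimated correlation). Other cell types moved too: 12 of 12 neuron (median -2.85), 9 of 10 oligodendrocyte (-1.67), 9 of 13 astrocyte, or 10 over the list alone (-1.58), and 8 of 9 fibroblast genes (-1.39) fell. Of 24 T and NK cell genes 22 rose, or 23 over the list alone (3.75). These list calls were lost with an estimated correlation (adjusted p = 0.141, 0.275, 0.241, 0.241 and 0.12). Of the genes that rose against contralateral tissue, 3544 also rose against sham, where independent calls would share 965.1, and 3690 fell in both, where independent calls would share 981.8. Part of that excess may come from the shared untreated libraries.

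Contralateral and sham tissue were compared to ask whether the tumour affects vessels of the opposite hemisphere. Ctgf (chromosome 10, 24595442 to 24598683), a target of YAP and TGF-beta signalling, rose from 849.3 ± 166.5 (SD, n = 3) to 3158 ± 696.5, a log2 fold change of 1.89 ± 0.17 (SE, adjusted p = 4.13e-05). Lrg1, an endothelial gene that modifies TGF-beta signalling, rose from 38.3 ± 8.5 to 335.7 ± 190.4 (2.91 ± 0.39, adjusted p = 2.83e-03), and Tnfsf8 rose by 4.09 ± 0.45 (adjusted p = 3.62e-04). The activity-regulated neuron gene Arc fell from 669.0 ± 203.3 to 220.7 ± 53.3 (-1.58 ± 0.24, adjusted p = 6.98e-03). Angpt2 was not called (1.09 ± 0.34, adjusted p = 0.176), nor was Kdr (0.10 ± 0.14, adjusted p = 0.870), nor Cldn5 (0.40 ± 0.14, adjusted p = 0.266). Of 19668 genes 50 rose and 35 fell in limma, and 2341 had an unadjusted p below 0.05. Rises made up 58.8% of the calls, a share that was higher with endothelial identity scaling and after quantile normalisation. Called genes numbered 43 without sham replicate 1, 28 without sham replicate 2 and 30 without sham replicate 3. They numbered 22 without contralateral replicate 1 and 52 without contralateral replicate 2. With only the 6 libraries compared 0 genes were called, and 3134 had an unadjusted p below 0.05. With those 6 alone the adjusted p was 0.0518 for Ctgf, 0.0602 for Lrg1, 0.0602 for Tnfsf8 and 0.0602 for Arc. The calls of Lrg1 (adjusted p = 0.0618) and Arc (0.0733) were also lost with no trend, and those of Lrg1 (0.0703) and Tnfsf8 (0.129) with voom.

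As groups in contralateral against sham tissue, angiogenic genes had a median log2 fold change of 0.30 (camera adjusted p = 6.54e-06, 0.338 with an estimated correlation). Of these 27 genes 4 rose, or 8 adjusted over the list alone, but 1 rose without sham replicate 2 or contralateral replicate 1 and 2 rose when any of the other 4 libraries was left out. Neuron genes had a median of -0.57 (adjusted p = 6.54e-06, 0.338 with an estimated correlation), with 0 of 12 called in limma over all genes and 4 fallen over the list alone, but 4 called with quality weights and 3 without both libraries that stood apart. Astrocyte (median -0.46, adjusted p = 0.0015), oligodendrocyte (-0.84, 0.00258) and oligodendrocyte precursor genes (-0.65, 0.00159) were also called downward as lists. Ependyma and choroid plexus genes (0.88, 0.00648) were called upward as a list. Of their members 0 of 13, 0 of 10, 0 of 9 and 0 of 6 were called over all genes, and 4, 1, 5 and 2 over the list alone. These list calls were lost with an estimated correlation (adjusted p = 0.412, 0.412, 0.338 and 0.415). The call of ependyma and choroid plexus genes was also lost without contralateral replicate 1 (0.59, adjusted p = 0.0838). Erythrocyte genes had a median of -1.06 (adjusted p = 1.68e-04, 0.338 with an estimated correlation), with 0 of 7 called over all genes and 6 fallen over the list alone. Of these genes Alas2 was called with the replicate block (limma adjusted p = 0.0445), quality weights (0.0113) and without both libraries that stood apart (0.0214). Hbb-bs was called with quality weights (0.0196). Of 18 monocyte and macrophage genes 2 rose, or 5 adjusted over the list alone (median 0.32, adjusted p = 4.47e-04, 0.338 with an estimated correlation). The calls of the monocyte and macrophage genes Cd14 and Chil3 were lost without sham replicate 2 (limma adjusted p = 0.13 and 0.0872) or replicate 3 (0.0623 and 0.0975). They were also lost without contralateral replicate 2 (0.0944 and 0.0755) and with no trend (0.149 and 0.113). No blood-brain barrier gene of 28 was called, and 1 rose over the list alone. That list had a median of 0.10 (adjusted p = 0.0254, 0.638 with an estimated correlation), a call lost without sham replicate 3 (0.06, adjusted p = 0.0969) and without contralateral replicate 2 (0.07, adjusted p = 0.131).

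Dual therapy was compared with untreated tumour to ask what blocking VEGF and angiopoietins did to tumour vessels. Most barrier (17 of 28) and pericyte (10 of 14) genes rose and most angiogenic (17 of 27) and proliferation (27 of 28) genes fell, list calls that were lost with an estimated correlation (adjusted p = 0.406, 0.168, 0.168 and 0.0608). Igfbp3 (chromosome 11, 7206086 to 7213923), which encodes a secreted binder of insulin-like growth factors, fell from 9356 ± 2680 (SD, n = 3) to 1009 ± 150.9, a log2 fold change of -3.18 ± 0.22 (SE, adjusted p = 4.87e-07), and Aplnr from 587.3 ± 112.6 to 63.0 ± 11.5 (-3.20 ± 0.37, adjusted p = 2.32e-05). Spock2 rose from 18418 ± 3437 to 46906 ± 9496 (1.35 ± 0.17, adjusted p = 4.63e-05), Slc22a8 from 683.3 ± 54.9 to 1344 ± 232.3, and Mfsd2a (ENSMUSG00000028655, chromosome 4, 122946850 to 122961188) from 474.0 ± 143.7 to 938.3 ± 211.9 (adjusted p = 3.81e-03). Rgs5 rose from 17319 ± 2486 to 37102 ± 5066. Sox17, an endothelial transcription factor gene, rose by 1.09 ± 0.17 (adjusted p = 2.59e-04). In total 2376 genes rose and 2001 fell. The number called was 2844 without untreated replicate 1 and 2205 with only the 6 libraries compared. Of the calls 54.3% rose, but 27.8% with endothelial identity scaling.

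Of the target genes, Tek rose from 5655 ± 1623 to 10549 ± 1019 (SD, n = 3) with dual therapy (0.94 ± 0.17, adjusted p = 7.76e-04). Angpt2 fell by 1.29 ± 0.34 on the log2 scale (adjusted p = 0.0114), a call lost without untreated replicate 1 (-0.88, adjusted p = 0.0758), with no trend (adjusted p = 0.0526) and with quality weights (-0.91, adjusted p = 0.0612). Vegfa fell by 0.75 ± 0.21 (adjusted p = 0.0155), a call lost without untreated replicate 1 (-0.56, adjusted p = 0.0914) without dual therapy replicate 2 (-0.67, adjusted p = 0.0631) and without both libraries that stood apart (-0.72, adjusted p = 0.0589). Flt1 rose by 0.60 ± 0.18 (adjusted p = 0.0260), a call lost without untreated replicate 1 (adjusted p = 0.109), untreated replicate 3 (adjusted p = 0.0828) or dual therapy replicate 2 (adjusted p = 0.122), with no trend (adjusted p = 0.0535) and with only the 6 libraries (adjusted p = 0.11). Kdr was not called (-0.15 ± 0.14, adjusted p = 0.493) except after quantile normalisation (-0.38, adjusted p = 0.0366), and neither were Cldn5 (0.25 ± 0.14, adjusted p = 0.238), Cd274 (0.38 ± 0.32, adjusted p = 0.431) or Pdcd1 (-0.49 ± 0.90, adjusted p = 0.744).

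As groups with dual therapy against untreated tumour, 17 of 28 blood-brain barrier genes rose, or 19 adjusted over the list alone, and none fell (median log2 fold change 0.57, camera adjusted p = 8.07e-08, 0.406 with an estimated correlation). Without dual therapy replicate 2, 11 of them rose. Pericyte genes rose in 10 of 14, or 11 over the list alone (median 0.67, adjusted p = 5.05e-06, 0.168 with an estimated correlation), and Wnt/beta-catenin genes in 12 of 20, or 16 over the list alone (median 0.51, adjusted p = 3.93e-07, 0.406 with an estimated correlation). Angiogenic genes fell in 17 of 27, or 18 over the list alone, including Trp53i11 and Mcam (median -0.77, adjusted p = 1.52e-07, 0.168 with an estimated correlation). Proliferation genes fell in 27 of 28, or 28 over the list alone, including Cenpe and Tpx2 (median -2.58, adjusted p = 1.3e-21, 0.0608 with an estimated correlation). T and NK cell genes were not called as a list, with 1 of 24 fallen and 0 over the list alone (median -0.23, adjusted p = 0.252, 0.658 with an estimated correlation). Checkpoint genes were not called as a list, with Cd276 among 2 of 12 that fell (median -0.07, adjusted p = 0.329). The call of Havcr2, the other, was lost without untreated replicate 1 (limma adjusted p = 0.0848), untreated replicate 3 (0.112) or dual therapy replicate 2 (0.163). Endothelial identity genes rose in 2 of 15, and that list was not called (median 0.22, adjusted p = 0.114, 0.636 with an estimated correlation). It was called without untreated replicate 2 (0.36, adjusted p = 0.00879) and without dual therapy replicate 3 (0.25, adjusted p = 0.0357). Its risen genes Ptprb and Pecam1 lost their calls without untreated replicate 1 (limma adjusted p = 0.0745 and 0.106) or dual therapy replicate 2 (0.0676 and 0.0845). These calls were also lost with endothelial identity scaling (0.0734 and 0.147), quantile normalisation (0.181 and 0.309) and only the 6 libraries (0.0874 and 0.114). Neuron genes rose in 10 of 12 (median 1.02, adjusted p = 7.25e-05, 0.406 with an estimated correlation), with 6 risen without untreated replicate 2 or with no trend and 5 without dual therapy replicate 3. Fibroblast genes rose in 8 of 9 (median 0.84, adjusted p = 2.4e-04, 0.406 with an estimated correlation), with 5 risen without untreated replicate 1. Astrocyte genes rose in 9 of 13 (median 0.72, adjusted p = 6.28e-04, 0.406 with an estimated correlation), with 4 risen without dual therapy replicate 3 and 5 without both libraries that stood apart. Oligodendrocyte genes rose in 3 of 10, or 6 over the list alone (median 0.74, adjusted p = 0.0442, 0.53 with an estimated correlation). That list call was lost without untreated replicate 2 (0.0891), dual therapy replicate 2 (0.0544) or replicate 3 (0.284), and without both libraries that stood apart (0.0908). Of the oligodendrocyte genes, Ermn and Mal lost their calls without untreated replicate 1 (limma adjusted p = 0.0593 and 0.119) or dual therapy replicate 2 (0.0507 and 0.106). Smooth muscle genes rose in 6 of 9 and 1 fell (median 0.90, adjusted p = 0.021, 0.556 with an estimated correlation), a list call lost without untreated replicate 1 (adjusted p = 0.0653) and without dual therapy replicate 1 (adjusted p = 0.0969). With endothelial identity scaling 6 pericyte, 7 Wnt/beta-catenin, 4 neuron, 4 fibroblast and 5 astrocyte genes rose. Erythrocyte genes rose in 7 of 7, Alas2 among them (median 1.64, adjusted p = 4.35e-04, 0.406 with an estimated correlation), with 4 risen without untreated replicate 1 and 3 without dual therapy replicate 2. The share of mitochondrial ribosomal RNA was 25.7% ± 6.52 (SD, n = 3) in untreated tumour and 16.2% ± 1.1 after dual therapy.

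Triple therapy was compared with untreated tumour to ask what the 3 agents together did. Spock2 rose from 18418 ± 3437 (SD, n = 3) to 41706 ± 7867, a log2 fold change of 1.18 ± 0.17 (SE, adjusted p = 5.11e-05), and Mfsd2a from 474.0 ± 143.7 to 949.3 ± 267.1 (1.01 ± 0.22, adjusted p = 2.12e-03). Rgs5 rose from 17319 ± 2486 to 40928 ± 5643 (1.24 ± 0.15, adjusted p = 1.03e-05), and Pdgfrb from 1678 ± 144.9 to 3159 ± 481.7. Igfbp3 fell from 9356 ± 2680 to 1346 ± 68.6 (-2.75 ± 0.22, adjusted p = 5.62e-07) and Aplnr from 587.3 ± 112.6 to 36.7 ± 4.51. Kdr fell from 8038 ± 278.9 to 5420 ± 1034 (-0.58 ± 0.14, adjusted p = 4.47e-03), Angpt2 by 1.52 ± 0.34 (adjusted p = 2.42e-03) and Vegfa by 0.94 ± 0.21 (adjusted p = 2.41e-03), while Tek rose by 0.82 ± 0.17 (adjusted p = 1.17e-03). Flt1 was not called (0.46 ± 0.18, adjusted p = 0.0638) but was called without untreated replicate 2 (adjusted p = 0.00533), without both libraries that stood apart (0.0033), with TMM (0.0472), quality weights (0.00761), voom (0.0312) and the replicate block (0.05). Cd274 (-0.22 ± 0.32, adjusted p = 0.629), Pdcd1 (0.13 ± 0.90, adjusted p = 0.931) and Cldn5 (-0.02 ± 0.14, adjusted p = 0.942) were not called. In total 3390 genes rose and 2950 fell. Of the calls 53.5% rose, but 36.9% with endothelial identity scaling.

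Among immune genes, Nlrc5 fell with triple therapy from 5096 ± 1068 (SD, n = 3) in untreated tumour to 1195 ± 579.8, a log2 fold change of -2.19 ± 0.28 (SE, adjusted p = 1.76e-05). Gzma fell from 487.0 ± 5.2 to a mean of 139.7 (-1.92 ± 0.39, adjusted p = 1.04e-03), and Ncr1, a receptor gene of NK cells, fell by 2.23 ± 0.48 (adjusted p = 1.69e-03). The macrophage scavenger receptor gene Cd163 rose from 164.7 ± 21.0 to 487.7 ± 58.0 (1.56 ± 0.17, adjusted p = 5.26e-06), and Mrc1, a marker of perivascular macrophages, rose by 1.23 ± 0.14. Of 18 monocyte and macrophage genes, however, 2 rose and 4 fell, or 5 and 5 over the list alone. That list was not called (median -0.46, camera adjusted p = 0.945). Neutrophil genes fell in 3 of 4 without a list call (median -2.845, adjusted p = 0.0718), but the list was called without untreated replicate 1 (adjusted p = 0.048). Of 24 T and NK cell genes 4 fell, also over the list alone, but the list was not called (median -0.36, camera adjusted p = 0.0947, 0.807 with an estimated correlation). It was called without untreated replicate 1 (-0.68, adjusted p = 0.031) and without triple therapy replicate 2 (-0.57, adjusted p = 0.0251), and 2 members fell without triple therapy replicate 3. Of 34 interferon response genes 6 fell, or 3 over the list alone (median -0.24, adjusted p = 0.051, 0.818 with an estimated correlation). That list was called without untreated replicate 1 (-0.22, adjusted p = 0.04), without triple therapy replicate 2 (-0.49, adjusted p = 2.05e-04), with endothelial identity scaling (-0.40, adjusted p = 0.0473) and with the replicate block (adjusted p = 0.0462). Its fallen genes numbered 2 without untreated replicate 1, 3 without untreated replicate 3, 2 without triple therapy replicate 1, 13 without replicate 2 and 2 without replicate 3 of that group.

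The lists of vessel genes moved with triple therapy against untreated tumour as follows: 20 of 28 blood-brain barrier genes rose (median log2 fold change 0.61, camera adjusted p = 4.32e-06, 0.521 with an estimated correlation), 15 of 20 Wnt/beta-catenin genes, or 16 over the list alone (median 0.53, adjusted p = 4.32e-06, 0.383 with an estimated correlation), and 13 of 14 pericyte genes (median 0.82, adjusted p = 5.51e-07, 0.113 with an estimated correlation). Angiogenic genes fell in 20 of 27, including Mmp14 and Clec14a (median -0.75, adjusted p = 1.82e-06, 0.257 with an estimated correlation), and proliferation genes in 28 of 28, including Cenpe and Mcm3 (median -2.24, adjusted p = 4.68e-16, 0.113 with an estimated correlation). Neuron genes rose in 12 of 12, Gad1 among them (median 1.47, adjusted p = 5.51e-07, 0.338 with an estimated correlation), astrocyte genes in 9 of 13 (median 1.27, adjusted p = 3.34e-05, 0.383 with an estimated correlation), and fibroblast genes in 8 of 9, or 9 over the list alone, Lum among them (median 1.42, adjusted p = 4.32e-06, 0.344 with an estimated correlation). Smooth muscle genes rose in 6 of 9, or 7 over the list alone (adjusted p = 0.00514, 0.58 with an estimated correlation). Erythrocyte genes rose in 6 of 7, or 7 over the list alone (median 1.66, adjusted p = 2.71e-03, 0.437 with an estimated correlation). The share of mitochondrial ribosomal RNA was 11.2% ± 1.47 (SD, n = 3) after triple therapy.

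The mean of both therapies was compared with untreated tumour to ask what the treatments have in common. Blood-brain barrier genes rose in 20 of 28, or 21 over the list alone (median log2 fold change 0.61, camera adjusted p = 4.62e-07, 0.405 with an estimated correlation), pericyte genes rose in 13 of 14, but 8 with endothelial identity scaling (median 0.72 without it, adjusted p = 5.97e-07, 0.126 with an estimated correlation), and angiogenic genes fell in 19 of 27, or 20 over the list alone (median -0.77, adjusted p = 4.62e-07, 0.199 with an estimated correlation). Markers of other cell types moved with them: neuron genes rose in 11 of 12 (median 1.38), astrocyte genes in 9 of 13, fibroblast genes in 8 of 9 (median 1.13) and erythrocyte genes in 7 of 7 (median 1.57), list calls that were lost with an estimated correlation (adjusted p = 0.346 for each). In total 3462 genes rose and 3049 fell. Of the calls 53.2% rose, but 33.5% with endothelial identity scaling. Of the genes called in each treatment's own comparison, 2033 rose with both, where independent calls would share 409.5, and 1516 fell with both, where independent calls would share 300.1. None moved in opposite directions. Fold changes of the treatments had a correlation of 0.809 across genes, against 0.501 in simulated data without effects, and a covariance of 0.582 against 0.0828. In these 100 simulations the highest number of shared calls was 0. Data without effects leave few or no genes to call, so this 0 cannot show what the shared libraries add. Part of the excess may come from the shared untreated libraries.

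**Figure D2:**
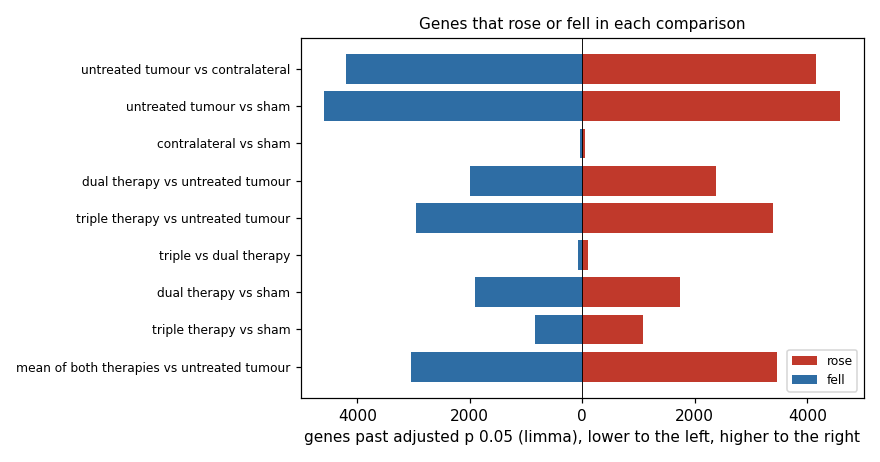
Number of genes that rose and fell in each of the 9 comparisons. Triple therapy differed from dual therapy in 171 genes and contralateral from sham tissue in 85.

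Triple and dual therapy were compared to ask what anti-PD-1 added, the question in the title of the series. Sphkap, a kinase anchoring protein gene, rose from 123.0 ± 35.2 (SD, n = 3) with dual to 354.3 ± 67.4 with triple therapy, a log2 fold change of 1.54 ± 0.24 (SE, adjusted p = 9.76e-03). The call was lost without triple therapy replicate 1 (1.42, adjusted p = 0.0698) without dual therapy replicate 2 (1.39, adjusted p = 0.0691), with no trend (adjusted p = 0.0662) and with endothelial identity scaling (adjusted p = 0.0921). Fkbp5, a glucocorticoid-responsive gene, rose from 393.0 ± 129.7 to 1001 ± 128.8 (1.39 ± 0.29, adjusted p = 0.0326). Ccr3, a chemokine receptor gene of eosinophils, fell from 60.3 ± 22.0 to 5.67 ± 1.53 (-3.15 ± 0.67, adjusted p = 0.0359). The calls of both were lost without triple therapy replicate 1 (adjusted p = 0.141 for Fkbp5 and 0.107 for Ccr3), replicate 2 (0.0911 and 0.0783) or replicate 3 (0.0695 and 0.117), and without dual therapy replicate 2 (0.157 and 0.157) or replicate 3 (0.0828 and 0.0796). They were also lost with no trend (0.127 and 0.0908), with endothelial identity scaling (0.107 and 0.0921) and without both libraries that stood apart (0.0978 and 0.0853), and that of Ccr3 with a pseudocount of 0.5 (0.0735) and with voom (0.0642). None of the genes fixed in advance was called: Kdr had a log2 fold change of -0.43 ± 0.14 (adjusted p = 0.158), Cd274 of -0.60 ± 0.32 (adjusted p = 0.402), Pdcd1 of 0.61 ± 0.90 (adjusted p = 0.806), Angpt2 of -0.23 ± 0.34 (adjusted p = 0.811), Tek of -0.12 (adjusted p = 0.788), Flt1 of -0.14 (adjusted p = 0.785), Vegfa of -0.18 (adjusted p = 0.745), Cldn5 of -0.27 ± 0.14 (adjusted p = 0.416), Mfsd2a of 0.00 ± 0.22 (adjusted p = 0.996) and Plvap of 0.12 (adjusted p = 0.889). In limma 103 genes rose and 68 fell, and 2850 had an unadjusted p below 0.05. All 171 calls were lost with endothelial identity scaling. Fewer genes were called with no trend, with only the 6 libraries or without both libraries that stood apart, and more with quality weights. The number called was 0 without triple therapy replicate 1 (2167 at an unadjusted p below 0.05), 100 without replicate 2 and 29 without replicate 3 of that group, and 276 without dual therapy replicate 1 and 0 without dual therapy replicate 2 (2278 at an unadjusted p below 0.05).

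As groups in triple against dual therapy, interferon response genes had a median log2 fold change of -0.31 (camera adjusted p = 1.15e-05, 0.519 with an estimated correlation), with 0 of 34 called in limma over all genes and 3 fallen over the list alone. Neuron genes had a median of 0.79 (adjusted p = 2.26e-04, 0.519 with an estimated correlation), with Slc17a7 the 1 of 12 called, 7 risen over the list alone, and 4 called without dual therapy replicate 3. The call of Slc17a7 was lost without triple therapy replicate 1 (adjusted p = 0.173), replicate 2 (0.0943) or replicate 3 (0.0677), and without dual therapy replicate 1 (0.069) or replicate 2 (0.198). It was also lost with no trend (0.138), endothelial identity scaling (0.198), quantile normalisation (0.05) and only the 6 libraries (0.066), and without both libraries that stood apart (0.0895). Fibroblast genes had a median of 0.53 (adjusted p = 6.06e-04, 0.519 with an estimated correlation), with 0 of 9 called over all genes and 6 risen over the list alone. Ependyma and choroid plexus genes (median 0.97, adjusted p = 0.00303) were also called as a list. So were astrocyte (median 0.32, adjusted p = 0.00385), microglia (0.34, 0.0119), extracellular matrix (0.27, 0.0134), pericyte (0.16, 0.0141) and oligodendrocyte precursor genes (0.50, 0.047), each a call lost when at least 1 library was left out. Astrocyte genes lost it without dual therapy replicate 1 (adjusted p = 0.405), microglia (0.0528) and extracellular matrix genes (0.315) without dual therapy replicate 2, pericyte genes without triple therapy replicate 3 (0.213), dual therapy replicate 1 (0.0825) or replicate 3 (0.0671), and oligodendrocyte precursor genes without triple therapy replicate 2 (0.152), dual therapy replicate 1 (0.175) or replicate 2 (0.119). With an estimated correlation the lowest adjusted p of any list was 0.519. Proliferation genes (median 0.08, adjusted p = 0.735) and angiogenic genes (median -0.08, adjusted p = 0.735) were not called, with 0 of 28 and 0 of 27 members called in limma over all genes or over the list alone. T and NK cell genes were not called either (median -0.29, adjusted p = 0.149), but were called without triple therapy replicate 2 (-0.50, adjusted p = 0.0193) and without dual therapy replicate 2 (-0.44, adjusted p = 0.0373). Blood-brain barrier genes had a median of -0.01 (adjusted p = 0.735, -0.14 with adjusted p = 0.0371 without triple therapy replicate 3), with 0 of 28 called in limma over all genes or over the list alone.

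**Figure D3:**
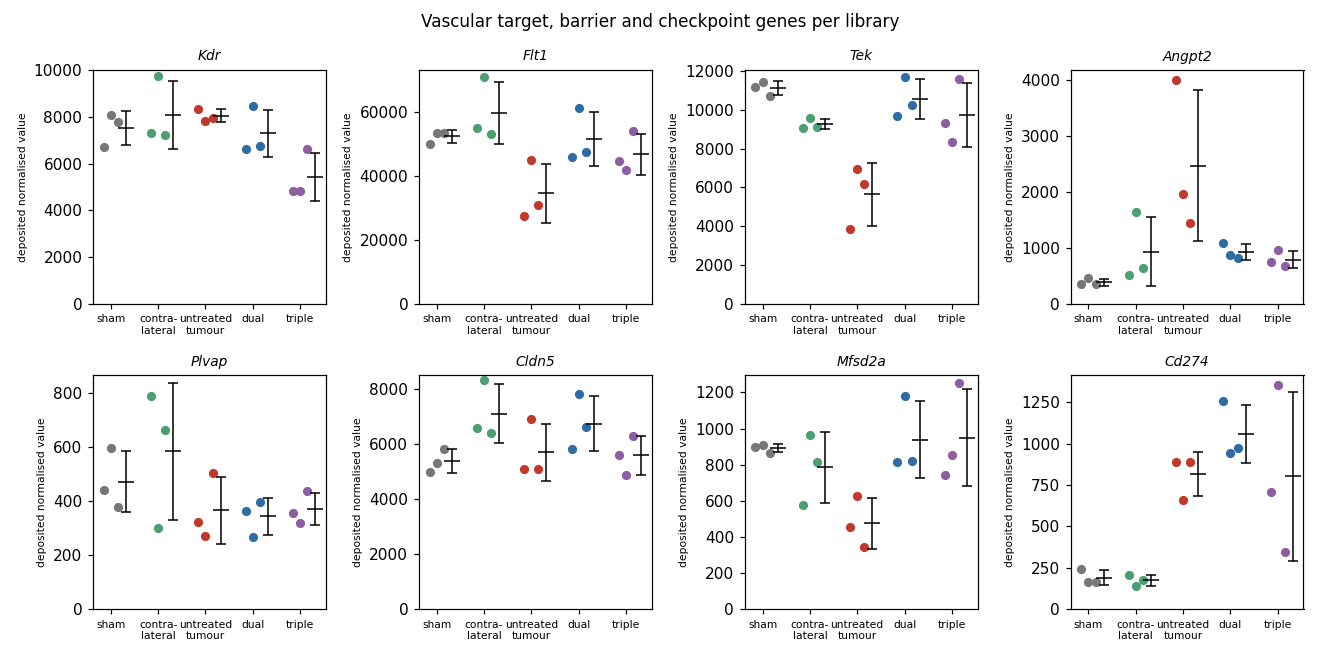
Deposited score of 8 genes in each library, with the group mean ± SD (n = 3 libraries). Tek had a mean of 5655 ± 1623 in untreated tumour and 10549 ± 1019 after dual therapy, and Cd274 of 802.7 ± 512 after triple therapy.

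Treated tumours were compared with sham tissue to ask how they differed from vessels without a tumour. Interferon response and T and NK cell genes were higher than in sham. Neuron genes were lower, a list call lost with an estimated correlation (adjusted p = 0.0758 with dual and 0.0931 with triple therapy), while few barrier, Wnt/beta-catenin or pericyte genes were called. H2-Ab1, an MHC class II gene, rose from 63.3 ± 17.6 (SD, n = 3) in sham to 1646 ± 706.8 with dual and 1885 ± 634.8 with triple therapy, log2 fold changes of 4.60 ± 0.35 (SE, adjusted p = 1.23e-07) and 4.85 ± 0.35 (adjusted p = 1.47e-07). Cd274 rose by 2.48 ± 0.32 (adjusted p = 1.79e-05) and 1.88 ± 0.32 (adjusted p = 6.55e-04). Complement gene C3 rose from 25.3 ± 6.81 to 3313 ± 1201 with triple therapy (6.93 ± 0.46). Ubd was listed at 0 in sham and had a mean of 598.0 ± 264.3 with dual and 394.3 ± 285.6 with triple therapy. It was called with both treatments, but not with voom (adjusted p = 0.0533 with dual and 0.113 with triple therapy). Rgs5 was not called (-0.30 ± 0.15, adjusted p = 0.193, and -0.16 ± 0.15, adjusted p = 0.649), nor was Mfsd2a (0.05 ± 0.22, adjusted p = 0.912, and 0.06 ± 0.22, adjusted p = 0.939). Of the target genes, Angpt2 was higher with dual therapy (1.26 ± 0.34, adjusted p = 0.0135). That call was lost without sham replicate 1 (0.0505), sham replicate 3 (0.052) or dual therapy replicate 1 (0.0553) and with no trend (0.0614). With triple therapy it was not called (1.03 ± 0.34, adjusted p = 0.0666) but was called with quality weights (0.00867), the replicate block (0.045) and only the 6 libraries (9.28e-05). Kdr was not called with dual therapy (-0.05 ± 0.14, adjusted p = 0.869) and was lower with triple therapy (-0.48 ± 0.14, adjusted p = 0.0385). That call was lost without sham replicate 2 (0.154) or replicate 3 (0.142), without triple therapy replicate 1 (0.172) or replicate 2 (0.166), with quantile normalisation (0.0592) and with no trend (0.116). Pdcd1 was higher with dual (3.71 ± 0.90, adjusted p = 0.00639) and triple therapy (4.32 ± 0.90, adjusted p = 0.00385). Both calls were lost with voom (0.0914 and 0.0885). With dual therapy 1730 genes rose and 1909 fell, and with triple therapy 1080 rose and 833 fell. The share of rises with triple therapy was higher with endothelial identity scaling. The number called with triple therapy was 1103 without sham replicate 3, 1165 with endothelial identity scaling, 3224 with quality weights and 3197 with only the 6 libraries compared.

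As groups against sham, all 34 interferon response genes rose with dual therapy (median log2 fold change 1.53, camera adjusted p = 5.95e-31, 0.0282 with an estimated correlation) and with triple therapy (median 1.30, adjusted p = 5.37e-36, 0.0108 with an estimated correlation). T and NK cell genes rose in 22 of 24 with dual (median 3.40, adjusted p = 5.36e-18, 0.0282 with an estimated correlation) and in 21 with triple therapy, or 23 over the list alone (median 3.14, adjusted p = 1.02e-23, 0.0108 with an estimated correlation). Proliferation genes rose in 21 of 28, or 22 over the list alone, with dual (median 1.33, adjusted p = 3.87e-13, 0.0758 with an estimated correlation) and in 19, or 25 over the list alone, with triple therapy (median 1.69, adjusted p = 6.52e-20, 0.0146 with an estimated correlation). Neuron genes fell in 12 of 12 with dual (median -1.84, adjusted p = 1.6e-10, 0.0758 with an estimated correlation) and in 11 with triple therapy, or 12 over the list alone (median -1.18, adjusted p = 2.47e-09, 0.0931 with an estimated correlation). With triple therapy 7 neuron genes fell without sham replicate 2, 3 without sham replicate 3, 4 without triple therapy replicate 3, 5 with no trend and 6 with endothelial identity scaling. Other cell types were called downward as lists. With dual therapy these were astrocyte (median -0.62, adjusted p = 0.00119), fibroblast (-0.48, 0.00928) and oligodendrocyte genes (-0.52, 0.0353), and with triple therapy oligodendrocyte genes (-0.63, 0.0375). With dual therapy 6 of 13, 3 of 9 and 2 of 10 members fell, or 8, 6 and 2 over the list alone, where 1 astrocyte gene rose. Of these, the fibroblast genes Slc6a13 and Pdgfra lost their calls without sham replicate 2 (limma adjusted p = 0.0774 and 0.147) or dual therapy replicate 2 (0.0993 and 0.134). The oligodendrocyte gene Mag lost its call without sham replicate 3 (0.0812), dual therapy replicate 1 (0.0903) or replicate 2 (0.0624). With triple therapy 0 of 10 oligodendrocyte genes were called over all genes or over the list alone. These list calls were lost with an estimated correlation (adjusted p = 0.392, 0.51, 0.52 and 0.535). That of fibroblast genes was also lost without both libraries that stood apart (0.064). That of oligodendrocyte genes was lost with dual therapy without sham replicate 3 (0.1) or dual therapy replicate 1 (0.384). With triple therapy it was lost without sham replicate 3 (0.123), triple therapy replicate 1 (0.0613) or replicate 3 (0.216). Of 28 blood-brain barrier genes only Slco2b1 was called, and it rose with dual (0.70 ± 0.11, adjusted p = 1.24e-04) and triple therapy (0.56 ± 0.11, adjusted p = 2.30e-03). The medians of that list were 0.02 (adjusted p = 0.562) and 0.04 (adjusted p = 0.643). No pericyte gene of 14 was called in limma with either treatment, over all genes or over the list alone (medians -0.17, adjusted p = 0.194, and 0.08, adjusted p = 0.643).

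To ask how far each treatment undid the tumour's changes, fold changes with treatment were set against those of untreated tumour against contralateral tissue. The share undone across 19668 genes was 48.9% ± 5.22 (SD, n = 3 libraries) with dual therapy and 62.7% ± 5.02 with triple therapy. It counts genes of all cells, so less tumour or more brain tissue in a library could also raise it. Single libraries gave 42.9%, 51.8% and 52.0% with dual and 64.2%, 57.1% and 66.8% with triple therapy. The difference of 13.8 percentage points had an exact permutation p of 0.1 over 20 splits, the smallest that 3 libraries against 3 can give. The covariance was -0.75 with dual and -0.94 with triple therapy, against -0.08 in simulated data for each, and the correlation was -0.76 and -0.84 against -0.50 in simulated data for each. Of 4147 genes that rose in untreated tumour, 1667 fell with dual therapy, where independent calls would share 421.9, and 2409 fell with triple therapy, where independent calls would share 622. Of 4207 that fell, 2097 rose with dual (508.2 for independent calls) and 3020 with triple therapy (725.1 for independent calls). Genes that moved further in the tumour's direction numbered 10 and 2 with dual and 6 and 2 with triple therapy. Mki67 was at 3574 ± 1779 (SD, n = 3) in untreated tumour, 534.3 ± 176.5 after dual and 704.3 ± 56.0 after triple therapy. Part of the excess in these overlaps may come from the shared untreated libraries.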

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

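Tests with endothelial identity scaling, with voom and without both libraries that stood apart were chosen after the data were seen, and the others before. A planned test on read counts was not run, as reads could not be recovered exactly. Under pseudocounts of 0.5 and 5, no filter or a filter at 50, TMM, quantile normalisation, voom, the replicate block and removal of mitochondrial and ribosomal protein genes, every count of changed genes that was computed stayed within 1.5 times its main value. No called named gene, called list or share undone changed sign under any alternative, but the balance of rises and falls turned under endothelial identity scaling. The cause of the changes below was not tested. Fewer libraries lower power, but triple therapy against sham gained calls with only the 6 libraries. The main fit used 1 variance per gene for all groups, and the part of unequal spread was not tested.

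Contralateral against sham called 85 genes, but 8 with no trend, 631 with quality weights, 39 with endothelial identity scaling, 208 without both libraries that stood apart, and 0 in limma with only the 6 libraries compared (3134 at an unadjusted p below 0.05). Leaving out each library gave 22 (contralateral replicate 1) to 63 (contralateral replicate 3). Triple against dual therapy called 171 genes, but 14 with no trend, 327 with quality weights, 90 without both libraries, 31 with only the 6 libraries and 0 in limma with endothelial identity scaling (1988 at an unadjusted p below 0.05). Leaving out each library gave 0 (triple therapy replicate 1, with 2167 at an unadjusted p below 0.05, and dual therapy replicate 2, with 2278) to 276 (dual therapy replicate 1). Dual therapy against untreated tumour called 2205 genes with only the 6 libraries, where 4377 were called with all, and 2844 (without untreated replicate 1) to 4649 when each library was left out. Triple therapy against sham called 1913 genes, but 3224 with quality weights, 1165 with endothelial identity scaling and 3197 with only the 6 libraries, and 1103 (without sham replicate 3) to 1551 when each library was left out. With each library left out, untreated tumour against contralateral ranged from 7048 to 8292 genes, against sham from 7935 to 9108, and triple therapy against untreated tumour from 4714 to 6470.

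Endothelial identity scaling moved the median log2 fold change of all genes to 0.21 in untreated tumour against contralateral, where 66.0% of calls rose (49.6% without it), and to 0.17 against sham, where 60.2% rose (49.9%). It moved the median to -0.18 in dual therapy against untreated tumour, where 27.8% rose (54.3%), to -0.18 in triple therapy, where 36.9% rose (53.5%), and to -0.19 in the mean of both, where 33.5% rose (53.2%). In triple therapy against sham 67.0% rose (56.5%), and in contralateral against sham 74.4% rose, with 80.7% after quantile normalisation (58.8%). In dual therapy under that scaling 7 Wnt/beta-catenin, 6 pericyte and 4 neuron genes rose. Of the list tests under it, 7 gained and 1 lost a call.

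With an estimated correlation between genes, camera called 0 of 26 lists in each of 7 comparisons: untreated tumour against contralateral (17 at the assumed correlation; lowest adjusted p 0.0763), untreated tumour against sham (19; 0.115), contralateral against sham (15; 0.338), dual (12; 0.0608) and triple (10; 0.113) therapy against untreated tumour, triple against dual therapy (9; 0.519) and the mean of both therapies (12; 0.0987). It called 3 lists in dual therapy against sham (14; 0.0282) and 7 in triple therapy against sham (11; 0.0108). The share of tumour changes undone was 42.5% with dual and 55.3% with triple therapy when sham was the control tissue. It ranged from 46.7% to 51.9% and from 60.7% to 65.5% when each library was left out, and was 48.4% and 61.2% over called genes only.

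Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated between -0.13 and 0.1 (mean 0.0024), and 6 of 15 libraries correlated best with their own number. With the number as a block, counts were 8311 for untreated tumour against contralateral (6799 with only those 6 libraries), 9116 for untreated tumour against sham, 102 for contralateral against sham, 4353 for dual and 6309 for triple therapy against untreated tumour, 169 for triple against dual therapy, 3620 for dual and 1958 for triple therapy against sham, 6495 for the mean of both therapies, and 8454 for the F-test. The block gave a call to interferon response (adjusted p = 0.0462) and oligodendrocyte genes (0.0465) in triple therapy against untreated tumour and to hypoxia genes in triple against dual therapy (0.0335), and it changed the call in 6 tests of named genes. It changed no other list call. Of tests of named genes with a library left out, 5437 kept their side of the threshold, 387 lost and 8 gained a call, and of list tests 1400 kept it, 45 lost and 37 gained a call. Each test is 1 gene in 1 comparison, so a gene can count more than once. With no trend 79 such tests lost a call, with only the 6 libraries 65 lost and 6 gained one, with voom 39 lost and 2 gained one, and with endothelial identity scaling 63 lost one. In the simulation of dual therapy against sham 5.97% of 1.5-fold changes were called, and the part of depth in this was not tested.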

Other observations

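The tests of KEGG pathways, dilution, T and NK cell genes, carried-over tissue and single libraries, the 84 splits for the mean of both therapies and the permutation of the share undone were chosen after the results were seen. The limits for dilution, T and NK cell genes, carried-over tissue and single libraries were made stricter after their values were seen, which changed the reading of the last 2. The tests with mitochondrial ribosomal RNA as a covariate and the other splits were planned.

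Pathways in the annotation of the deposited table gave a wider view, with 139 of 267 called by camera in untreated tumour against contralateral tissue and 31 with an estimated correlation. Against untreated tumour 93 were called with dual and 125 with triple therapy, but 1 (Serotonergic synapse, adjusted p = 0.0218) and 36 with an estimated correlation. Contralateral against sham tissue had 46 calls and triple against dual therapy 113, and all were lost with an estimated correlation. DNA replication genes rose in 25 of 34 in untreated tumour (median log2 fold change 1.04, adjusted p = 5.93e-10, 0.0329 with an estimated correlation) and fell in 23 with dual therapy (median -0.86, adjusted p = 5.9e-11, 0.0514 with an estimated correlation) and in 23 with triple therapy (median -1.04, adjusted p = 1.04e-10, 0.0223 with an estimated correlation). Genes of the pathway Ribosome biogenesis in eukaryotes rose in 39 of 71 and fell in 3 (median 0.43, adjusted p = 6.33e-07, 0.0745 with an estimated correlation). With dual therapy 28 fell and 2 rose (adjusted p = 2.42e-08, 0.0618 with an estimated correlation), and with triple therapy 37 fell and 3 rose (median -0.45, adjusted p = 2.14e-08, 0.0496 with an estimated correlation). Genes of the pathway Ribosome rose in 77 of 124 (median 0.51, adjusted p = 2.41e-10, 0.213 with an estimated correlation) and fell in 34 with dual (adjusted p = 1.75e-08, 0.334 with an estimated correlation) and in 58 with triple therapy (median -0.44, adjusted p = 4.06e-11, 0.194 with an estimated correlation). GABAergic synapse genes fell in 54 of 75 in untreated tumour and 3 rose (median -1.02, adjusted p = 8.62e-12, 0.0304 with an estimated correlation). With dual therapy 35 rose and 3 fell (adjusted p = 2.46e-08, 0.0514 with an estimated correlation), and 49 rose and 1 fell with triple therapy (median 0.73, adjusted p = 2.12e-11, 0.0223 with an estimated correlation). Complement and coagulation cascades genes rose in 18 of 52 with triple therapy against sham (median 0.69, adjusted p = 1.6e-11, 0.0295 with an estimated correlation). Pathways were not tested with libraries left out.

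Erythrocyte genes were higher after treatment than in untreated tumour, a list call (camera adjusted p = 4.35e-04 with dual and 0.00271 with triple therapy) lost with an estimated correlation (0.406 and 0.437). Against sham that list was not called after treatment (0.459 and 0.411). In untreated tumour against sham 7 of 7 fell (median -1.32, adjusted p = 0.0298, 0.447 with an estimated correlation), a list call lost without sham replicate 2 (0.0507) or untreated replicate 1 (0.0768). The number fallen was 3 without sham replicate 2, 4 without sham replicate 3, 2 without untreated replicate 1, 4 with no trend and 3 with voom. Alas2, which encodes an enzyme of haem synthesis in red cell precursors, had a mean of 1330 ± 283.4 (SD, n = 3) in sham, 647.0 ± 209.6 in contralateral tissue, 687.7 ± 367.6 in untreated tumour, 2092 ± 961 after dual and 1609 ± 389.5 after triple therapy. It rose by 1.64 ± 0.32 (SE, limma adjusted p = 1.61e-03) with dual and by 1.33 ± 0.32 (adjusted p = 4.11e-03) with triple therapy against untreated tumour. Blood left in the vessels and young red cells carry the same markers, and these data hold no test between them.

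Lower barrier and pericyte genes in untreated tumour may come from dilution of vessel RNA by RNA of tumour and immune cells. Dilution would lower endothelial identity genes as much, but against contralateral tissue the barrier minus endothelial identity score differed by -0.417 ± 0.0737 (SE, log2), and the pericyte minus endothelial identity score by -0.776 ± 0.109. This argues against dilution as the whole cause. With the share of mitochondrial ribosomal RNA as covariate the barrier difference was -1.07 ± 0.173, against -0.617 ± 0.146 without it. Within groups that share varied mostly through untreated replicate 2 (33.2%, against 22.4% and 21.5% in the other untreated libraries). The fit thus rests largely on a single library and cannot exclude the share as a cause. A loss of barrier function genes in tumour vessels and a lower share of pericytes both stay open.

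Lower proliferation genes after treatment may reflect less non-vessel tissue of every kind in the treated libraries. T and NK cell genes would then fall as much, but the T and NK cell score minus the proliferation score rose by 1.92 ± 0.359 (SE) with dual and by 1.62 ± 0.359 with triple therapy against untreated tumour. With mitochondrial ribosomal RNA as covariate the proliferation difference was -2.74 ± 0.309 with dual and -2.9 ± 0.41 with triple therapy (-2.25 ± 0.226 and -2.16 ± 0.226 without it), which argues against that share as the cause. Fewer tumour cells and less division of tumour or vessel cells stay open, since no list of tumour cell genes was fixed.

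Neuron genes were higher in triple than in dual therapy, by 0.589 ± 0.274 (SE) in the neuron score, but only 1 of 12 was called over all genes and the list call was lost with an estimated correlation (adjusted p = 0.519). More brain tissue of every kind carried over in the triple therapy libraries would raise oligodendrocyte genes as well, and the oligodendrocyte minus neuron score differed by -0.572 ± 0.253. By the first limit of 2 SE this argued against carried-over tissue. Oligodendrocyte genes went both ways, however (6 higher, 4 lower), and their median lay 0.522 below that of neuron genes, less than the SD of 0.558 between them, so this decides nothing. The scores of ependyma and choroid plexus (0.719 ± 0.359), fibroblast (0.518 ± 0.221) and astrocyte genes (0.41 ± 0.197) rose too. The gap below the neuron median exceeded the SD for astrocyte (0.473 against 0.319) and fibroblast genes (0.269 against 0.2). It did not for ependyma and choroid plexus genes (-0.179 against 0.773), and the astrocyte minus neuron score differed by only -0.178 ± 0.186. These values go both ways, and carried-over tissue stays open. For a single library, the neuron score difference was 0.419 ± 0.298 without dual therapy replicate 2 and 0.495 ± 0.316 without triple therapy replicate 1. It was 0.515 ± 0.319 without triple therapy replicate 2 and 0.482 ± 0.313 without dual therapy replicate 1, all of these within 2 SE of 0. It was 0.755 ± 0.299 without triple therapy replicate 3 and 0.865 ± 0.249 without dual therapy replicate 3. The lowest was 0.419, and the fall to it was smaller than its SE, so a single library cannot be told apart from the lower power of fewer libraries.

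For each comparison of 3 libraries with 3, the real split was 1 of 10, too few for a share under 0.05. The real numbers of genes and the highest of the other splits were 8354 and 0 for untreated tumour against contralateral, 9167 and 0 against sham, 85 and 0 for contralateral against sham, 4377 and 0 for dual and 6340 and 0 for triple therapy against untreated tumour, 171 and 4 for triple against dual therapy, and 3639 and 0 for dual and 1913 and 0 for triple therapy against sham. For the mean of both therapies against untreated tumour, 1 of 84 splits of the 9 libraries gave as many genes as the real 6511, the real one included, and the highest other gave 3614. Among the 5 groups, 1 of 100 splits gave as many as the real 8554, the real one included, and the highest other gave 339. In these last tests chance is excluded at a share of 0.05.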
